A study of Mus musculus with 8 samples. Its data were reported in "Increased Frequency of Copy Number Variations Revealed by Array Comparative Genomic Hybridization in the Offspring of Male Mice Exposed to Low Dose-Rate Ionizing Radiation" (2021).

How the data were processed

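Tail DNA of 1 mouse family was compared with DNA of a single reference male mouse by array comparative genomic hybridization (array CGH), in which both DNAs are labelled with different dyes and hybridised together to probes of known genome position. The family consisted of a sire (20mGyTM), a dam (20mGyTF) and 2 of their progeny (20mGyT1 and 20mGyT2), all of strain C57BL/6 per the labels. Each mouse was hybridised on 2 arrays with the dyes exchanged. In replicate 1 the mouse DNA carried Cy3, and in replicate 2 it carried Cy5. The 2 arrays are technical repeats of the same DNA, so each mouse counts as 1 sample. The array was the custom array of a second screening, with probes placed densely around positions selected by the authors in a first screening. The autosomal probes therefore cover selected parts of the genome, and which probes had been positive in the first screening is not used here.

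The authors extracted the images with Agilent Feature Extraction 10.7.1.1, with probe positions on mm9. The processed intensity of each spot and channel was, per the file headers, background-subtracted, spatially detrended and dye-normalized with a linear factor per channel. The deposited log10 ratio of each spot is red (Cy5) over green (Cy3). The deposited log2 values in the series table equalled the reference over mouse ratio of the same spots to within 6e-07, in all 8 arrays. They are turned the other way from the values given here, and 0 columns of that table were left unmatched to a sample.

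From the processed intensities, log2 ratios were computed and turned to mouse over reference on all arrays. Spots marked as outliers in either channel were left out (0.112% to 0.155% of 88527 spots per array), and no spot was saturated. Spots of the same probe were averaged (1012 of 84504 probes had more than 1 spot), and each array was centred on the median of its autosomal probes. Calls were made on the 84415 autosomal probes with a value on all arrays. Another 38 autosomal probes lacked a value on some array. No loess or quantile step was applied. The files hold median but no mean spot signals, so the alternative with normexp background correction (limma 3.58.1, R 4.3.3, offset 50) used median signals and median local backgrounds.

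A probe was positive when its log2 ratio was above 0.5 in size with the same sign on both arrays and another such probe of that sign lay within 3 probe positions and 5 kb. Positive probes were chained into candidate regions of at least 2 probes under the same limits. As a background level, the rule was applied to probes that passed 0.5 with opposite signs on the 2 arrays, which is the pattern of a dye effect. A region of an F1 mouse counted as seen in a parent when at least 50% of its positive probes passed there with the same sign, and as a de novo candidate when this held for neither parent. Shares carry exact Clopper-Pearson 95% intervals, which cover counting error only; neighbouring probes and regions are not independent. For each de novo candidate, the difference from the nearer parent was placed among 10000 random runs of as many consecutive probes outside positive regions. Because all mice share a reference DNA, 100 families with no difference from the reference were simulated, 50% of the noise variance being common to all arrays. F1 and F0 mice were compared in their positive probes by an exact two-sided permutation test, and probe by probe with limma on ratios averaged over the dye swap, with Benjamini-Hochberg adjustment at 0.05. The X chromosome value was the median over 48 probes. The 3 Y chromosome probes were fewer than the 5 set as the minimum and were not used.

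The caller was tested on simulated data, in which permuted dye-swap noise received 160 changes of 6 probes over the 4 mice. With changes of 0.8, 100% were recovered with 0 false regions among 84415 probes per mouse. Permuting removes noise shared by neighbouring probes, so this count does not cover false regions from such noise. On the real arrays, probes of opposite sign formed 1 region in the dam, 2 in 20mGyT1 and 0 in the sire and in 20mGyT2. With changes of 0.585, the ratio of 3 copies to 2 without compression, 86.9% were recovered. With changes of 0.48, the same ratio on the scale that the X probes of the dam give on this array, 28.1% were recovered. The limma comparison of F1 with F0 was tested with 200 changed among 84415 simulated probes, of which 200 were called together with 6 false calls. The changes were of 0.8 in both F1 mice, and the simulated noise had the same spread at every probe. Real probes may differ in spread, so this recovery does not give the power of the comparison in the real data.

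The rules, the tests and the regions to be named were fixed before the data were examined. Named regions are the 3 lower and the 3 higher regions with the most positive probes over the family, and every de novo candidate of an F1 mouse with 5 or fewer, otherwise its 3 with the most positive probes. Other loci are named where they bear on a statement and were chosen after their values were seen. Alternatives changed the threshold, the use of the 2 arrays, the neighbour rule, the region size, the centring, the background correction, the filters on spots and probes, the source of the ratios and the definitions of de novo and shared regions. A neighbour rule without overlapping probes and the joining of regions within 100 kb into loci were added after the data were seen.

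The array positions are on mm9, whereas the genome and annotation used here are GRCm38. Positions were not converted, and genes at mm9 positions are not named. One search was made entirely within GRCm38. The Y chromosome was divided into 44087 pieces of 2000 bp, aligned with minimap2 2.31 (preset asm20) to chromosomes 2, 3, 4, 5, 15 and 16, and alignments of at least 200 bp with over 85% identity were joined across gaps of up to 1000 bp. Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.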

Results

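The data comprised 8 arrays from 4 mice of a single family, each mouse hybridised against the same reference male in a dye swap. The study asked whether the offspring of males kept under gamma-rays at 20 mGy per day for 400 days carry copy number variations that neither parent has. The series labels differ on the sire of this family. The series title describes exposed males, whereas its design text calls this sire non-irradiated, so no statement on exposure is made from this family. No other family was analysed here for comparison. There is 1 sire, 1 dam and 2 F1 mice, and the number of mice limits the precision of every comparison.

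Signals were high on all arrays. Between 97.2% and 98.9% of spots were well above background in the mouse channel, and between 97.0% and 98.9% in the reference channel. The spread of the log ratio between adjacent probes (derivative log ratio SD) was 0.109 to 0.142. The median distance between neighbouring autosomal probes was 89 bp. The parents were hybridised on one slide and the F1 mice on another, and each slide had its own scan, so generation and slide cannot be told apart.

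The X chromosome probes gave a check of the labels and of the scale. The median log2 ratio was -0.01 ± 0.03 (SD over 2 arrays, as in all values with ± below) in the sire and 0.81 ± 0.02 in the dam. It was 0.00 ± 0.03 in 20mGyT1 and 0.77 ± 0.06 in 20mGyT2. 20mGyT1 thus had the ratio of the sire and 20mGyT2 that of the dam. The labels give no sex for the F1 mice. Normexp background correction moved these values most, to 0.66 in the dam and 0.64 in 20mGyT2.

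The number of positive probes differed widely between the mice. The sire had 893 positive probes, of which 845 were higher and 48 lower than the reference. The dam had 232, with 4 higher and 228 lower. 20mGyT1 had 11, all lower. 20mGyT2 had 968, with 747 higher and 221 lower. Under the same rule, probes with opposite signs on the 2 arrays gave 0 positive probes in the sire, 2 in the dam, 4 in 20mGyT1 and 0 in 20mGyT2. The counts of the sire, the dam and 20mGyT2 were far above this background. The 11 positive probes of 20mGyT1 all lay in a single locus on chromosome 15, which was lower in all 4 mice. The threshold moved these counts most, with 172 positive probes in 20mGyT1 at 0.3 and 0 at 0.8.

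The positive probes formed 76 candidate regions in the sire (61 higher and 15 lower), 27 in the dam (2 higher and 25 lower), 5 in 20mGyT1 (all lower) and 107 in 20mGyT2 (78 higher and 29 lower). Many of these are fragments of the same change. When regions of one direction within 100 kb were joined, which was decided after the data were seen, 5 loci remained in the sire, 12 in the dam, 1 in 20mGyT1 and 18 in 20mGyT2.

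**Figure D1:**
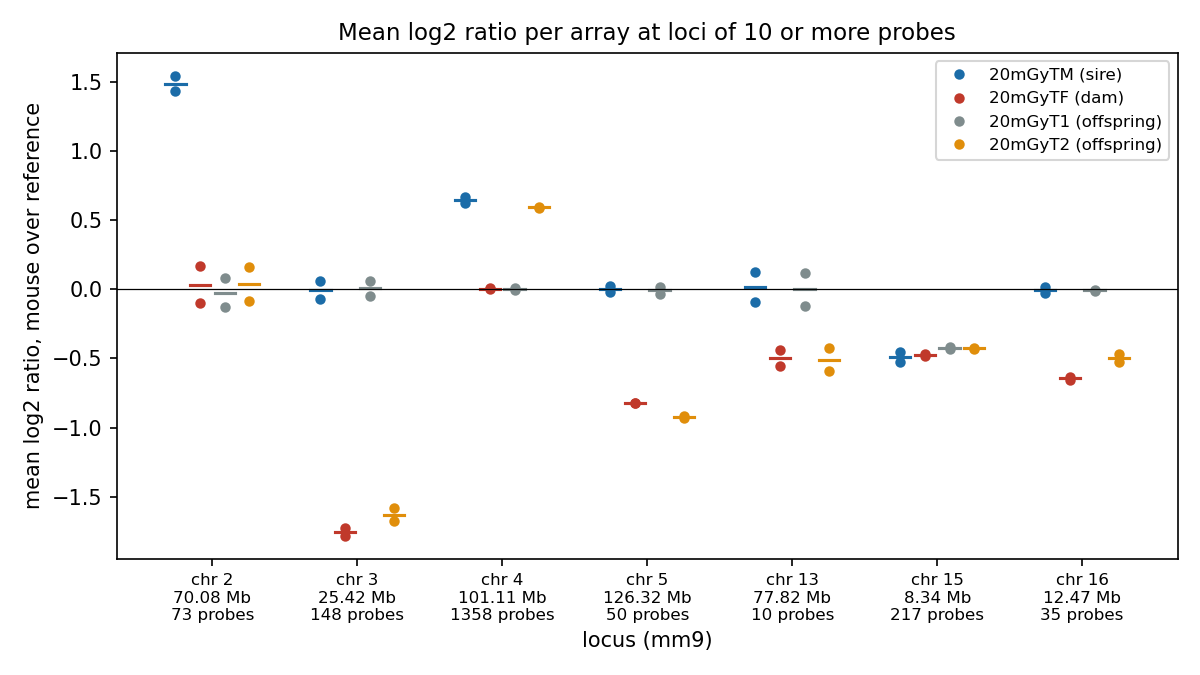
Mean log2 ratio of mouse over reference at the loci with 10 or more probes, with 1 point per array and a bar at the mean of the 2 arrays of each mouse. The loci on chromosomes 3, 5, 13 and 16 are lower in the dam and 20mGyT2, the locus on chromosome 4 is higher in the sire and 20mGyT2, and the locus on chromosome 15 lies between -0.49 and -0.42 in all 4 mice.

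The 3 higher regions with the most positive probes all lay on chromosome 4 (mm9). The region from 101139566 to 101150934 held 76 positive probes. Its mean log2 ratio was 0.73 ± 0.02 in the sire and 0.65 ± 0.01 in 20mGyT2, against 0.00 ± 0.04 in the dam and -0.01 ± 0.04 in 20mGyT1. The region from 101223966 to 101233962 held 72 positive probes, with 0.74 ± 0.04 in the sire and 0.68 ± 0.02 in 20mGyT2. The region from 101166576 to 101175429 held 49 positive probes, with 0.68 ± 0.07 in the sire and 0.64 ± 0.00 in 20mGyT2. In both of these the dam and 20mGyT1 were between 0.01 and 0.02. All 3 belong to a locus of 161879 bp, from 101109089 to 101270967, with 1358 probes. Over all its probes the mean was 0.65 in the sire, 0.59 in 20mGyT2 and 0.00 in the dam and in 20mGyT1. 20mGyT2, which had the gain, and 20mGyT1, which did not, also differed in their X chromosome ratio. Inside the locus single probes ranged from near 0 to above 1, so that the threshold divided it into many regions.

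**Figure D2:**
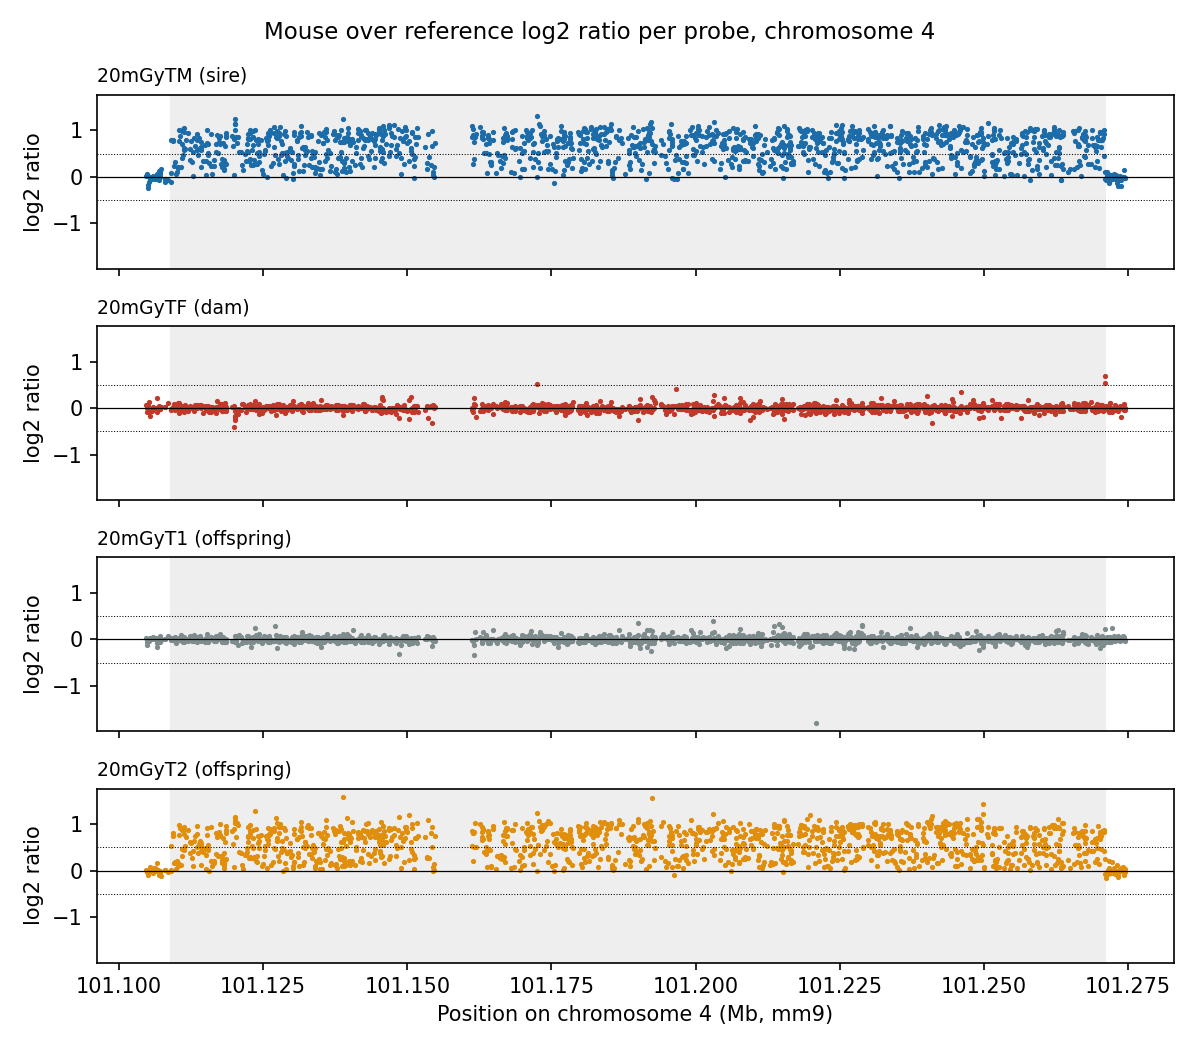
Log2 ratio of mouse over reference for each probe (mean of 2 arrays) along the chromosome 4 locus (mm9, shaded) and its flanks, with 1 panel per mouse and dotted lines at the threshold of 0.5 in either direction. Probes in the shaded locus average 0.65 in the sire and 0.59 in 20mGyT2, and 0.00 in the dam and in 20mGyT1.

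The lower region with the most positive probes lay on chromosome 3 (mm9) from 25416456 to 25456288, a length of 39833 bp with 148 probes, 139 of them positive. The mean log2 ratio was -1.75 ± 0.04 in the dam and -1.63 ± 0.06 in 20mGyT2. It was 0.00 ± 0.09 in the sire and 0.01 ± 0.08 in 20mGyT1. The next lay on chromosome 16 from 12472898 to 12475677, with 16 positive probes, and its ratio was -0.70 ± 0.01 in the dam, -0.59 ± 0.03 in 20mGyT2, -0.01 ± 0.02 in the sire and 0.00 ± 0.02 in 20mGyT1. The mice with these lower regions, the dam and 20mGyT2, are also the mice with the higher X chromosome ratio, and in GRCm38 a segment of chromosome 3 of similar length (40183 bp) matches the Y chromosome. The last of these lower regions, on chromosome 15 from 8350521 to 8353405, held 14 positive probes and was lower in all 4 mice. Its ratio was -0.45 ± 0.03 in the sire, -0.51 ± 0.03 in the dam, -0.46 ± 0.00 in 20mGyT1 and -0.47 ± 0.05 in 20mGyT2, which is close to the threshold.

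**Figure D3:**
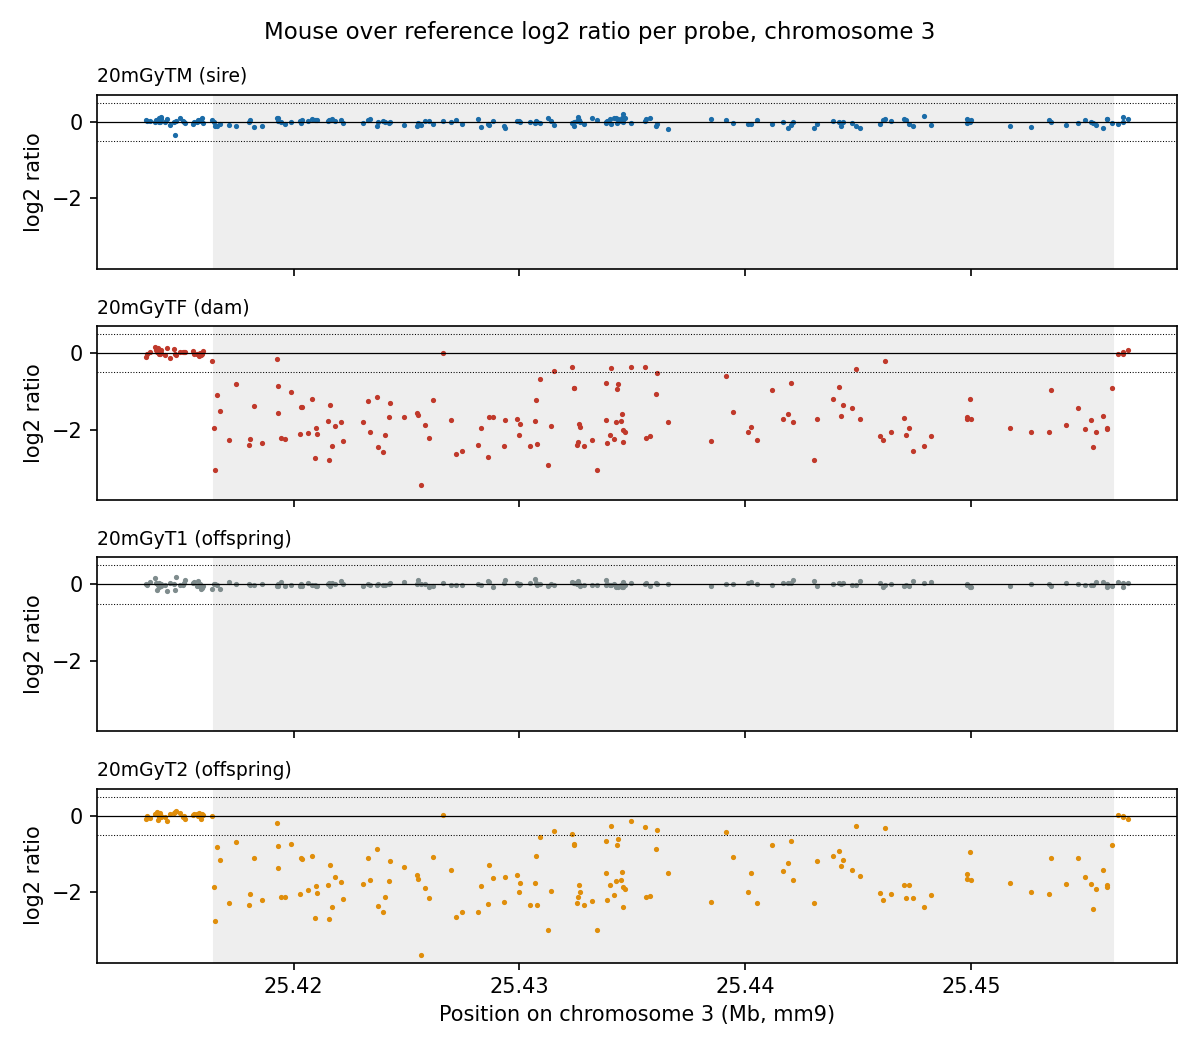
Log2 ratio of mouse over reference for each probe (mean of 2 arrays) along the chromosome 3 region (mm9, shaded) and its flanks, with 1 panel per mouse and dotted lines at the threshold of 0.5 in either direction. Probes in the shaded region average -1.75 in the dam and -1.63 in 20mGyT2, and lie near 0 in the sire and in 20mGyT1.

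The family analysis compared each region of an F1 mouse with both parents. In 20mGyT1, 5 of 5 regions were seen in a parent (100%, exact 95% interval 47.8% to 100%), 4 in both parents and 1 in the sire alone. In 20mGyT2, 96 of 107 regions were seen in a parent (89.7%, exact 95% interval 82.3% to 94.8%). Of these, 70 were seen in the sire alone, 20 in the dam alone and 6 in both. Most of the 70 are pieces of the chromosome 4 locus, and all 5 regions of 20mGyT1 lie in the chromosome 15 locus. The intervals treat such pieces as independent. With regions joined within 100 kb, and a locus counted as seen when a parent had a positive probe in it, the share in 20mGyT2 was 66.7%. In the simulated families with no difference from the reference, an F1 mouse had 0.63 or 0.68 regions on average and at most 4, and 93.7% or 88.2% of them were seen in a parent because of the shared reference. The part of the noise common to all arrays was assumed in these simulations and not measured. The measured correlation across probes between the arrays of a mouse was 0.12 in the sire, 0.07 in the dam, -0.37 in 20mGyT1 and 0.32 in 20mGyT2. These values are lower than the assumed common noise would give, so the simulated shares may be too high. Whether the share sets 20mGyT2 apart from noise is therefore left open. Its number of regions, 107 against at most 4, did set it apart from the simulated noise. The 5 regions of 20mGyT1 were 1 above the most seen in these simulations. Dropping the second probe moved the share most, to 37.0% in 20mGyT1 and 62.8% in 20mGyT2.

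20mGyT1 had 0 de novo candidate regions and 20mGyT2 had 11. Simulated changes of 0.48 over 6 probes, the size of 3 copies against 2 on the X chromosome scale, were called in 28.1% of cases, so most single-copy gains of that length were not detectable under this rule. The 3 candidates with the most positive probes did not stand apart from the nearer parent, by the means over all consecutive probes of each candidate, positive or not. The first, on chromosome 4 (mm9) from 101268770 to 101269545, held 5 positive probes and lies in the locus that is higher in the sire. Over its 7 consecutive probes the mean ratio was 0.57 ± 0.03 in 20mGyT2 and 0.66 ± 0.09 in the sire, and the difference of -0.09 was at the 6.16 percentile of random runs. The other 2, on chromosome 15 from 8346695 to 8347293 and from 8345452 to 8345584, held 3 positive probes each. Over the 4 consecutive probes of the former, the mean was -0.60 ± 0.01 in 20mGyT2 and -0.56 ± 0.19 in the dam, the nearer parent. Over the 3 of the latter, it was -0.62 ± 0.02 in 20mGyT2 and -0.56 ± 0.03 in the sire. 20mGyT2 was thus lower by 0.04 and 0.05, at the 90.8 and 92.9 percentile. With a parent required to lie within 0.25 of 0, 1 candidate remained. It has 2 positive probes on chromosome 14 from 74257513 to 74257729 and was singled out after its values were seen. Its ratio was 0.62 ± 0.06 in 20mGyT2, 0.15 ± 0.35 in the sire, -0.08 ± 0.16 in the dam and -0.07 ± 0.06 in 20mGyT1. The 2 arrays of the sire gave -0.10 and 0.40 there, which lie farther apart than the 0.46 between 20mGyT2 and the sire. Without the need for a second probe, 110 candidates were counted in 20mGyT2 and 34 in 20mGyT1.

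The F1 mice had 489.5 ± 676.7 positive probes (SD, n = 2) and the F0 mice 562.5 ± 467.4 (SD, n = 2). The exact two-sided permutation test gave p = 1.0 over the 6 assignments, where 0.333 is the smallest p this design can give. In the probe by probe comparison, limma called 0 of 84415 probes at an adjusted p under 0.05, with 3772 probes at an unadjusted p under 0.05 and a smallest adjusted p of 0.933. The adjusted count was 0 under every alternative tried. Leaving out the dam changed the fit most, with 7413 probes at an unadjusted p under 0.05 and a smallest adjusted p of 0.141. This comparison cannot separate generation from slide.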

Values the study reported

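The study examined 156 F1 mice of non-irradiated sires and 142 F1 mice of irradiated sires. It reported de novo deletions in 7.1% of the former and 20.4% of the latter. For deletions with at least 2 positive probes in its first screening, the shares were 5.1% and 15.5%. After quantitative PCR it counted 11 deletions and 3 duplications in the non-irradiated group, and 31 deletions and 1 duplication in the irradiated group.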

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

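The tests in this part were chosen after the values were seen.

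The call rule leaves out probes that pass the threshold on both arrays but have no passing neighbour. The dam had 123 such isolated probes and 20mGyT2 had 189. Probes with opposite signs on the 2 arrays, which measure dye effects, gave 75 and 58 isolated probes in these mice, so both counts were above that background. The sire (50 against 75) and 20mGyT1 (49 against 64) were not. In the dam 109 of the isolated probes were lower and 14 higher, and in 20mGyT2 99 were lower and 90 higher. Of the isolated probes of the dam, 80 also passed with the same sign in 20mGyT2, but only 8 did so in the sire and 5 in 20mGyT1.

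Chance noise at single probes was weighed for the lower probes of 20mGyT2. The dam was lower by more than 0.25 at 95 of the 99 probes, against 14 in the sire and 13 in 20mGyT1. All mice share the reference DNA, so noise in the reference would appear in the sire and 20mGyT1 as well, and the values argue against noise as the whole cause. Outside the loci named in the report, 88 of these probes lay on 19 chromosomes, with a median of -0.96 in 20mGyT2 and -0.86 in the dam. Copies of autosomal sequence on the Y chromosome may contribute, since the dam and 20mGyT2 share the higher X ratio, but that was not tested for single probes. Of the 84 probes outside the loci at which the dam was lower, 20mGyT1 was lower at 2, on 2 of the 19 chromosomes. If the dam carried independent heterozygous losses on each chromosome, the probability that 20mGyT1 received them on so few would be 0.000364, which argues against such losses as the whole cause.

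For the 90 higher isolated probes of 20mGyT2, inheritance was weighed. A parent was above 0.25 at 46 of them, and 20mGyT1 at 2. Outside the loci, 82 of these probes lay on 19 chromosomes, with a median of 0.71 in 20mGyT2, 0.19 in the sire, -0.08 in the dam and -0.06 in 20mGyT1. Parents deviated at some probes and not at others, so inherited change and a property of the DNA sample of 20mGyT2 cannot be told apart with 1 DNA sample per mouse.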

How the results depend on the processing

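Joining within 100 kb and the rule against overlapping probes were chosen after the data were seen; the other alternatives were planned. Of 56 values of positive probes per mouse under alternatives, 42 stayed within 1.5 times the count reported above. The same held for 42 of 64 values of candidate regions and 23 of 36 values of de novo candidates. The cause of the changes below was not tested, except where a rule by construction admits more or fewer probes.

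With a threshold of 0.8, positive probes numbered 321 in the sire, 0 in 20mGyT1 and 354 in 20mGyT2, regions 14 in the dam and 0 in 20mGyT1, and the share of 20mGyT2 regions seen in a parent was 79.2%. With 0.3, positive probes numbered 418 in the dam and 172 in 20mGyT1, regions 36 in the sire and 24 in 20mGyT1, de novo candidates 8 in 20mGyT1 and 21 in 20mGyT2, and the share in 20mGyT2 was 74.4%. With no second probe, positive probes numbered 355 in the dam and 60 in 20mGyT1. Regions then numbered 126 in the sire, 150 in the dam, 54 in 20mGyT1 and 296 in 20mGyT2, de novo candidates 34 and 110 in the F1 mice, and the shares were 37.0% and 62.8%.

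With the mean of the 2 arrays, 20mGyT1 had 72 positive probes, 20 regions and 2 de novo candidates. With 3 or more probes per region, regions numbered 14 in the dam and 1 in 20mGyT1, and 20mGyT2 had 3 de novo candidates and a share of 96.0%. With normexp background correction 20mGyT1 had 0 positive probes and 0 regions, and the X ratio was 0.66 in the dam and 0.64 in 20mGyT2. With only probes well above background, 20mGyT1 had 7 positive probes and 3 regions. A parent mean within 0.25 of 0 left 1 de novo candidate in 20mGyT2. Without overlapping probes it had 6. Joining within 100 kb gave 5 loci in the sire, 12 in the dam, 1 in 20mGyT1 and 18 in 20mGyT2, with 6 de novo and a share of 66.7% in 20mGyT2. With 0.8 and with normexp, 20mGyT1 had no region and so no share.

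Leaving out either array, so that a single array made the calls, gave 1129 to 1187 positive probes in the sire, 352 to 366 in the dam, 112 to 155 in 20mGyT1 and 1157 to 1192 in 20mGyT2. Regions ranged from 86 to 118 in the sire, 52 to 57 in the dam, 41 to 43 in 20mGyT1 and 120 to 127 in 20mGyT2. De novo candidates ranged from 11 to 13 in 20mGyT1 and 21 to 24 in 20mGyT2, and shares from 69.8% to 73.2% and from 81.1% to 82.5%. The X ratio ranged from -0.03 to 0.02 in the sire, 0.80 to 0.83 in the dam, -0.02 to 0.03 in 20mGyT1 and 0.73 to 0.82 in 20mGyT2.

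The limma count stayed at 0 under the 10 alternatives, including the fits that left out each mouse in turn, where the lone mouse of a generation is assumed to vary like the others. The permutation p stayed at 1.0 under 14 alternatives, in a design that cannot pass 0.05. No paired analysis was possible because the replicate numbers name dye orientations of the same DNA. Signal over background was high on all arrays.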

Other observations

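The percentiles of the de novo candidates among random runs were planned. The other tests in this part were chosen, or given their final form, after the values they measure were seen.

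The dam had lower regions at 8 loci on 7 chromosomes (1, 3, 5, 7, 13, 14 and 16) at which the sire had none. 20mGyT2 had a region at 8 of the 8 loci and 20mGyT1 at 0. Their means ranged from -1.75 to -0.50 in the dam and from -1.63 to -0.50 in 20mGyT2, against -0.09 to 0.01 in 20mGyT1 and -0.23 to 0.02 in the sire. If the dam carried independent heterozygous losses on 7 chromosomes, the probability that 1 of the 2 offspring received all and the other none would be 0.000122, which argues against independent transmission as the account of the whole set. Counted first by region and not by locus, the dam had 19 lower regions on 8 chromosomes that were not seen in the sire, of which 16 were seen in 20mGyT2 and 1 in 20mGyT1. That 1 region lies on chromosome 15, where 4 of the 19 are, in the locus that is lower in all 4 mice, and the count was then made by locus. A candidate explanation is autosomal sequence with copies on the Y chromosome, which mice with the X ratio of the dam would lack relative to the male reference. In GRCm38 the longest match between chromosome 3 and the Y chromosome runs from 25517325 to 25557507. It is 40183 bp long, against 39833 bp for the array region, and covers 31539 unmasked bases with a mean identity of 97.9% and a mean of 8.0 Y alignments over each base. It lies within the gene Nlgn1 and overlaps none of its annotated exons. The longest matches on chromosomes 2, 4 and 15, where no such lower region was seen, covered 4564, 5670 and 4343 unmasked bases. The chromosome 3 region may therefore be a difference of the sex chromosomes. Array positions were not converted between builds, so the identity of both segments rests on length and chromosome. The longest matches on chromosome 5 (6017 unmasked bases, from 23700577 to 23709246 in GRCm38) and on chromosome 16 (4277, from 55062555 to 55068584) lie far from where the array places its lower loci on these chromosomes, so this search says nothing on Y copies at those loci. A loss of 1 of 2 copies passed on by the dam was weighed by its size. The sire is level with the reference, so 20mGyT2 would keep 1 copy against 2, a log2 ratio of -1. Over the positive probes of the dam, 20mGyT2 had -1.72 ± 0.06 in the chromosome 3 region, and from -3.73 to -1.43 ± 0.07 in the 6 regions of the chromosome 5 locus (mm9, 126317939 to 126330893). Both lie below that limit, but these probes were selected for being low in the dam. Over all probes 20mGyT2 had -1.63 ± 0.06 in the chromosome 3 region, which is still below the limit. It had -0.92 ± 0.01 over all probes of the chromosome 5 locus, which is not. The values argue against such a loss on chromosome 3, and on chromosome 5 only at the probes selected in the dam. On chromosome 16 the positive probes of the dam gave -0.69 and -0.57 in 20mGyT2, which do not lie below that limit. Over all probes of the locus the mean was -0.64 ± 0.02 in the dam and -0.50 ± 0.04 in 20mGyT2. The X probes of the dam gave a step of 0.81 for 2 copies against 1. The means fall short of this step, which argues against such a loss if the X scale holds there. That scale may differ for other probes, and the search says nothing on Y copies there, so neither account was excluded. A locus of 2 probes on chromosome 18 (mm9, 35428246 to 35428306) followed the same mice in the other direction, with 0.68 in the dam, 0.61 in 20mGyT2, -0.05 in the sire and 0.08 in 20mGyT1. Copies on the Y chromosome do not give a higher ratio in these mice, and no explanation was tested for it.

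The gain on chromosome 4 in the sire and 20mGyT2 was weighed against the same account. The sire and 20mGyT1 have the same X ratio, yet differed by 0.65 over the locus, which argues against copies on the Y chromosome. Extra copies on the X chromosome of the sire would reach an offspring with the X ratio of the dam and not one with that of the sire. The means of 0.59 in 20mGyT2 and 0.00 in 20mGyT1 have this pattern, and a gain on an autosome passed to 1 of 2 offspring would give it too, so the 2 accounts cannot be told apart with 2 offspring.

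Of the 11 de novo candidates of 20mGyT2, 6 lay in the chromosome 4 and chromosome 15 loci, and in 6 of these 6 a parent passed 0.25 with the same sign over the locus. They may be fragments in which single probes crossed the threshold in 20mGyT2 and not in the parent. The other 5 have 2 probes each on chromosomes 1, 3, 6 and 14. In 3 of the 5 the 2 probes overlap and so do not measure the locus independently, and shared noise and a true small gain cannot be told apart for these. In all 5 the sire was the nearer parent, with means from 0.15 to 0.54. Their differences from the sire lay at the 99.4 percentile of random runs or above, but they had been selected from 84415 probes for being extreme.

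A gain on chromosome 2 (mm9, 70079530 to 70086801) appeared in the sire and in no other mouse. Over all 73 probes the mean was 1.49 ± 0.08 in the sire. Its 43 positive probes, selected for passing, averaged 2.31 ± 0.07 in the sire and -0.03 to 0.06 in the other 3 mice. In the sire 100% of these probes were well above background, but in the reference channel of the same arrays only 60.5% were, against 98.1% of all autosomal probes. At probes that are not well above background in the reference the ratio does not count copies. Most of the probes were detected in the reference, fewer than among all probes, so sequence missing in part from the reference mouse and extra copies in the sire cannot be told apart. The dam (58.1%), 20mGyT1 (60.5%) and 20mGyT2 (62.8%) were as dim as the reference. Sequence on the Y chromosome of the sire would reach an offspring with his X ratio. Sequence on his X chromosome would reach one with the X ratio of the dam. Over the 43 probes 20mGyT1 had -0.03 ± 0.21 and 20mGyT2 had 0.06 ± 0.27, which argues against both places. Where else the sequence lies in the sire was not tested.

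The locus on chromosome 15 (mm9, 8343121 to 8367994, 217 probes) was lower in all 4 mice, from -0.49 to -0.42. The X probes of the dam, with 2 copies against 1, gave a step of 0.81. A loss of 1 of 2 copies in all 4 mice would give a step of that size, and the lowest mean of -0.49 falls short of it. An extra copy in the reference mouse would give 0.48 on this scale, which is consistent with the 4 means, the highest being -0.42. The scale comes from 48 X probes and may differ for other probes.

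The deposited log2 values had the opposite direction to mouse over reference. Exchanged dyes in the labels would make X probes lower in the dam, but turned by the labels they were 0.81 higher than the male reference. This argues against exchanged dyes; the table divides reference by mouse.

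The correlation across probes between the 2 arrays of a mouse, after both were turned to mouse over reference, was 0.12 in the sire, 0.07 in the dam, -0.37 in 20mGyT1 and 0.32 in 20mGyT2. Probes are not independent replicates.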
